# Polycomb repressive complex 2 in adult hair follicle stem cells is dispensable for hair regeneration

**DOI:** 10.1371/journal.pgen.1009948

**Published:** 2021-12-14

**Authors:** Pooja Flora, Meng-Yen Li, Phillip M. Galbo, Maider Astorkia, Deyou Zheng, Elena Ezhkova

## Abstract

Hair follicle stem cells (HFSCs) are multipotent cells that cycle through quiescence and activation to continuously fuel the production of hair follicles. Prior genome mapping studies had shown that tri-methylation of histone H3 at lysine 27 (H3K27me3), the chromatin mark mediated by Polycomb Repressive Complex 2 (PRC2), is dynamic between quiescent and activated HFSCs, suggesting that transcriptional changes associated with H3K27me3 might be critical for proper HFSC function. However, functional *in vivo* studies elucidating the role of PRC2 in adult HFSCs are lacking. In this study, by using *in vivo* loss-of-function studies we show that, surprisingly, PRC2 plays a non-instructive role in adult HFSCs and loss of PRC2 in HFSCs does not lead to loss of HFSC quiescence or changes in cell identity. Interestingly, RNA-seq and immunofluorescence analyses of PRC2-null quiescent HFSCs revealed upregulation of genes associated with activated state of HFSCs. Altogether, our findings show that transcriptional program under PRC2 regulation is dispensable for maintaining HFSC quiescence and hair regeneration.

## Author summary

Hair follicle stem cells (HFSCs) have the incredible capacity to cycle through quiescence and activation to fuel the production of hair follicles throughout the life of an organism. During the onset of hair growth, HFSCs undergo transient activation to proliferate but quickly revert to their quiescent state for the remaining of the hair cycle phases. This balance between HFSC activation and quiescence is maintained by establishing a specific transcriptional landscape; however, very little is known about how chromatin-modifying factors, critical regulators of gene transcription, control adult HFSC function. Prior genome mapping studies had shown that H3K27me3, the chromatin mark mediated by Polycomb Repressive Complex 2 (PRC2), is dynamic between quiescent and activated HFSCs, suggesting that transcriptional changes associated with H3K27me3 might be critical for proper HFSC function. Despite this correlation, functional *in vivo* studies elucidating the role of PRC2 in adult HFSCs were lacking. In this study, we show that ablation of PRC2 in the adult HFSCs leads to modest transcriptional changes that are insufficient to alter HFSC fate or function to have physiologically relevant effects, indicating that other chromatin regulatory mechanisms could be safeguarding adult HFSC function and identity.

## Introduction

Hair follicles (HFs) undergo cycles of growth (anagen), destruction (catagen), and rest (telogen) throughout an organism’s lifetime [1]. This cyclical regeneration is fueled by hair follicle stem cells (HFSCs) that reside in the niche called the bulge, where they remain in a quiescent state influenced by the incoming extrinsic inhibitory signals [1,2]. During telogen-to-anagen transition, the dermal papilla (DP), located below the bulge, provides activating cues that signal the HFSCs to briefly proliferate and produce differentiating transit amplifying cells (HF-TAC) that give rise to a new HF before returning to the quiescent state [3]. The balance between stem cell activation and quiescence is maintained by establishing a specific transcriptional landscape [4]. However, very little is known about how chromatin modifying factors, critical regulator of gene transcription, control HFSC function and hair regeneration in the adult skin.

The Polycomb group of proteins are major epigenetic regulators of stem cell fate maintenance and differentiation [5]. Polycomb proteins form two distinct multi-protein complexes, Polycomb Repressive Complex 1 (PRC1) and PRC2, that mediate transcriptional repression via chromatin compaction [6,7]. Specifically, PRC2 complex facilitates the tri-methylation of histone H3 at lysine 27 (H3K27me3) modification, which results in gene repression [8,9].

Loss of PRC2 in the developing epidermis has various phenotypic consequences on epidermal barrier formation and HF morphogenesis [10–12]. However, its physiological function in the adult skin remains unexplored. Prior work has shown that levels of chromatin marks, H3K27me3, H3K4me3 and H3K9me3, are reduced in HFSCs prior to activation, and pharmacological inhibition of de-methylases in the epidermis, including the HFSCs, results in elevated levels of global tri-methylation leading to defective hair regeneration [13]. Notably, genome wide mapping of H3K27me3 in quiescent and activated HFSCs as well as in HF-TACs revealed that while H3K27me3 demarcates key HF-TAC genes in the HFSCs, this histone mark is lost from these genes in the HF-TACs where these genes are active [14]. These correlative studies suggest that PRC2-mediated H3K27me3 represses differentiation committed genes in the HFSCs to not only maintain HFSC quiescence but also to preserve its cell fate identity. While these studies imply that PRC2 and H3K27me3 may govern adult HFSC function, *in vivo* functional studies exploring the role of PRC2 in adult HFSCs are lacking.

In this study, we utilized genetic approaches and genome-wide transcriptional studies to elucidate the role of PRC2 in adult HFSCs. We found that ablation of PRC2 in quiescent HFSCs (qHFSCs) does not alter HFSC quiescence or cause fate switch as speculated from H3K27me3 chromatin mapping studies. Interestingly, RNA-seq studies revealed that loss of PRC2 in qHFSCs resulted in expression of subset of genes that are normally expressed in activated HFSCs (aHFSCs), yet these transcriptional changes are not sufficient to induce phenotypic changes. Lastly, ablation of PRC2 in the HFSCs does not alter homeostatic hair cycle nor does it impact regenerative capacity as PRC2-null HF bulge cells are capable of regenerating new HFs. Taken together, our studies reveal that PRC2 and H3K27me3 play a non-instructive role in the adult HFSCs and there may be redundant or alternate mechanisms in place to preserve HFSC function and fate maintenance.

## Results

### HFSC fate and identity is maintained upon loss of H3K27me3

To carry out functional studies investigating the role of PRC2 in the HF bulge, which consists of the CD34+ HFSCs and the differentiation committed stem cells of the hair germ (HG), we utilized the *K15-CrePGR* mouse line [15] (Fig 1A) and crossed it with *Eed*^*flox/flox*^ mice to generate *K15-CrePGR*: *Eed*^*fl/fl*^ (*Eed* iKO) mice. In these animals, topical application of RU-486 induces ablation of a key PRC2 core subunit, EED, which is sufficient to abrogate PRC2 function [16]. We confirmed efficient targeting of the HF bulge using the *K15-CrePGR* line by crossing it with (ROSA)^CAG-tdTomato^ reporter system. Topical application of RU-486 for seven days during telogen II when HFSCs stay in quiescent state for several weeks was efficient in driving Tdtomato expression in the HF bulge (Fig 1B and 1C). To ascertain that application of RU-486 was efficient in ablating H3K27me3, we carried out immunofluorescence (IF) analysis of H3K27me3, co-stained with a HFSC marker CD34. We observed significant erasure of H3K27me3 by P57 and further ablation by P70 in *Eed*-null HFSCs compared to controls (Figs 1D, 1E and S1A–S1C). Interestingly, prior work in intestinal stem cells (ISCs) had shown that effective loss of H3K27me3 occurs over several cellular divisions upon ablation of PRC2 function [17]. Comparatively, H3K27me3 is significantly erased in qHFSCs that do not undergo proliferation.

**Fig 1:**
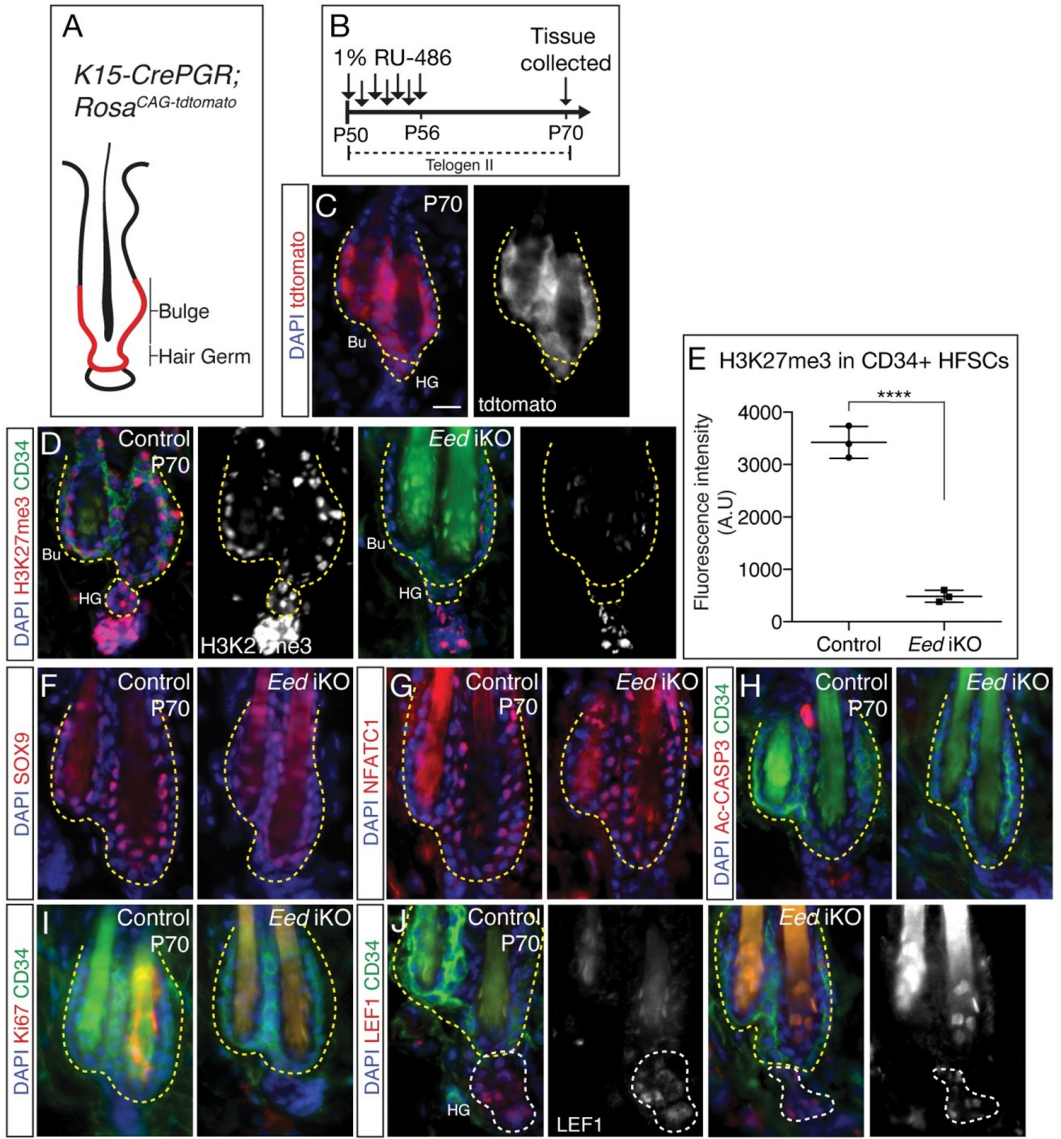
**HFSCs are maintained upon PRC2 loss (A)** Schematic illustrating expected tdtomato expression in the HF bulge of *K15-CrePGR; Rosa*^*CAG-tdtomato*^ mice. **(B)** Schematic showing the experimental strategy to induce *K15-CrePGR* activity in telogen II (P50) HFs. (**C**) IF analyses of tdtomato (red) and DAPI (blue) in *K15-CrePGR; Rosa*^*CAG-tdtomato*^ mice showing efficient targeting of the HF bulge. **(D)** IF analysis of H3K27me3 (red), CD34 (green) and DAPI (blue) in HFSCs of P70 control and *Eed* iKO mice. H3K27me3 single channel is shown in gray. Bulge (Bu) and hair germ (HG) regions of the follicle has been outlined in yellow. **(E)** Fluorescence intensity quantification of H3K27me3 signal (arbitrary units) in control and *Eed*-null HFSCs *P*<0.00001, *n* = 120 cells from 15 HF sections from three independent biological replicates for each group. **(F-J)** IF analyses of (F) SOX9 (red) and DAPI (blue), (G) NFATC1 (red) and DAPI (blue), (H) activated-CASPASE3 (red), CD34 (green) and DAPI (blue), (I) Ki67 (red), CD34 (green) and DAPI (blue) and (J) LEF1 (red), CD34 (green) and DAPI (blue) in HFs of P70 control and *Eed* iKO mice. LEF1 single channel is shown in gray. All IF experiments in this figure was conducted on skin sections collected from three animals for each group from two independent litters. Scale bar: 10μm.

Next, we asked if loss of PRC2 and H3K27me3 ablation leads to alteration of HFSC identity and function. IF analysis of a HFSC marker SOX9, and a HFSC quiescent marker NFATC1 showed no noticeable changes between control and *Eed*-null HFSCs suggesting that HFSC identity is maintained upon *Eed* loss (Fig 1F and 1G). Next, we carried out IF analysis of a pro-apoptotic marker P19 (ARF) that is encoded by the *Cdkn2a* gene, a known target of PRC2 repression [18,19]. We observed that loss of PRC2 in the HFSCs does not lead to expression of P19 (S1D Fig) compared to *Eed*-null epidermis where P19 is expressed in the basal cells (S1E Fig) [20]. We also did not observe programmed cell death when assayed for activated Caspase 3 (Fig 1H).

Lastly, ChIP-seq studies of H3K27me3 has shown that many genes expressed in the differentiating and proliferating HF-TACs are demarcated by H3K27me3 in qHFSCs suggesting that loss of PRC2 and H3K27me3 in the qHFSCs would lead to expression of H3K27me3 demarcated HF-TAC genes which in turn would lead to premature loss and/or activation of HFSCs [14]. Therefore, to test whether loss of PRC2 in HFSCs results in premature activation we carried out IF analysis of a proliferative marker Ki67 and showed no premature activation of *Eed*-null HFSCs (Fig 1I). Next, we asked whether HF-TAC genes are activated in *Eed*-null HFSCs by carrying out IF analysis of a HF-TAC marker LEF1, a H3K27me3 target in the HFSCs [14]. We found that although LEF1 was expressed in HG cells, it was not expressed in the CD34+ *Eed*-null HFSCs similar to that of control HFSCs (Fig 1J). Together, these analyses show that loss of H3K27me3 in HFSCs does not alter HFSC quiescence or cell fate and does not lead to the induction of HF-TAC genes.

### Loss of H3K27me3 in HFSCs is not sufficient to induce HFSC activation or fate switch

To identify the transcriptional changes occurring in HFSCs lacking H3K27me3 we isolated HFSCs from P70 *Eed* iKO and control mice by fluorescence-activated cell sorting (FACS). 

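RNA from the sorted HFSCs was sequenced in 3 libraries labelled control and 3 libraries labelled Eed iKO. Eed iKO mice carry floxed alleles of Eed, a core subunit of PRC2, and a Cre recombinase that RU-486 activates in the bulge. The methods state that control mice were given ethanol, the solvent of RU-486. An effect of RU-486 itself therefore cannot be told apart from the label in this comparison. The authors aligned the reads to mouse transcripts of the Gencode annotation (vM20) with Kallisto and compared the groups with DESeq2. They deposited 17885 protein-coding genes, each with its count in every library divided by the size factor of the library, here called the normalized count. Within each library, 100% of the normalized counts were whole multiples of 1 constant, so the reads counted on genes could be recovered. They came to 57063586, 36157493 and 45963246 reads in control replicates 1, 2 and 3, and to 38651760, 33269583 and 41278402 reads in Eed iKO replicates 1, 2 and 3. The median was 45963246 reads in control and 38651760 reads in Eed iKO. Because the deposited values are normalized, the groups were compared with limma on log2(normalized count + 1), a scale that understates the change of genes with low counts. The comparison covered the 15008 genes that passed the filterByExpr function of edgeR with a count minimum of 10.
The targeted gene was examined before any other. Eed (ENSMUSG00000030619.9) lies on the minus strand of chromosome 7 of GRCm38 from 89954654 to 89980983. Its normalized counts were 1084, 1249 and 950.2 in control replicates 1, 2 and 3, and 933.3, 1361 and 1001 in Eed iKO replicates 1, 2 and 3. The means were 1095 ± 149.6 (SD, n = 3) in control and 1099 ± 229.9 (SD, n = 3) in Eed iKO. The log2 fold change was -0.01 (standard error 0.22, adjusted p = 0.993 from limma with Benjamini-Hochberg adjustment), and it stayed between -0.17 and 0.10 when each library was left out in turn. The groups overlapped, and Eed mRNA was not lower in the libraries labelled Eed iKO. The libraries are therefore named by their labels, and every direction given for them rests on those labels. A value summed over a whole gene does not show the loss of part of its transcript, which was not tested.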

HFSCs were isolated as EpCAM^+^, Sca1^-^, α6-integrin^high^, CD34^+^ cells as previously described (Fig 2A) [14]. qRT-PCR analysis confirmed downregulation of *Eed* mRNA in *Eed*-null isolated HFSCs compared to control (Fig 2B). We next subjected isolated RNAs to high-throughput sequencing (RNA-seq) and performed differential gene expression analysis that revealed significant upregulation of 213 genes and significant downregulation of 216 genes in *Eed*-null HFSCs when compared to control HFSCs (Fig 2C and S1 Table). 

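With a log2 fold change of more than 1.5 in either direction and an unadjusted p under 0.05, the thresholds of the methods, 263 of the genes tested changed. Of these, 124 were higher and 139 were lower in the libraries labelled Eed iKO, with Eed itself not lower in them. The paper's reported numbers are 213 and 216. The alternative that moved the count most, the fold change of the methods with an adjusted p under 0.05, left 2 genes. The thresholds of the Fig 2C legend, a linear fold change of at least 1.5 and an adjusted p under 0.05, left 4 genes, 3 higher and 1 lower. The count was 255 with DESeq2 and 243 with the quasi-likelihood test of edgeR, both on the recovered reads. The normalized counts of the 2 groups did not overlap for 205 of the 263 genes, and for 20.2% of all genes tested, where chance gives 10%.
With the replicate number as a block, 331 genes passed the same thresholds, 167 higher and 164 lower. The deviations of same-numbered libraries from their group means had correlations across genes of 0.039, 0.068 and 0.193 for replicates 1, 2 and 3, with a mean of 0.100. At a Benjamini-Hochberg adjusted p under 0.05 and no fold change threshold, 4 genes passed without the block and 424 with it, while DESeq2 on the recovered reads gave 673.
Those 4 genes are named because there were so few, after their values were seen. Rps26 (ENSMUSG00000025362.6, chromosome 10 from 128624534 to 128626747) had normalized counts of 6011 ± 261 (SD, n = 3) in control and 14303 ± 2254 (SD, n = 3) in Eed iKO, a log2 fold change of 1.24 (standard error 0.15, adjusted p = 0.026 from limma). Prmt1 (ENSMUSG00000109324.2, chromosome 7 from 44975989 to 44986568) rose from 549 ± 57.0 to 1693 ± 88.6 (SD, n = 3 in each group), a log2 fold change of 1.63 (standard error 0.19, limma adjusted p = 0.026). Tsen34 (ENSMUSG00000035585.16, chromosome 7 from 3692863 to 3701024) rose from 778 ± 45.2 to 2008 ± 129 (SD, n = 3 in each group), a log2 fold change of 1.37 (standard error 0.17, limma adjusted p = 0.036). Gm49369 (ENSMUSG00000110040.1, chromosome 7 from 142371096 to 142382667) had 2398 ± 1129.8 (SD, n = 3) normalized counts in control and 0 reads in each library labelled Eed iKO. Its fold is a lower bound, at least 707-fold lower (log2 fold change -11.13, standard error 0.59, limma adjusted p = 2.7e-05). The annotation places 100% of its exon bases on exons of other genes, so its count is uncertain. Across the genes tested, which are not independent replicates, log2 fold change fell with transcript length (Spearman rho -0.23).
The other genes with the largest changes among those whose groups did not overlap had low counts. Smpd5 (ENSMUSG00000071724.5, chromosome 15 from 76294348 to 76296896) had 1.16 ± 2.00 normalized counts in control and 43.2 ± 10.8 in Eed iKO, a log2 fold change of 4.72. Lrrc9 (ENSMUSG00000021090.16, chromosome 12 from 72441866 to 72530750) had 1.44 ± 2.502 in control and 38.9 ± 18.3 in Eed iKO, a log2 fold change of 4.42. Cd207 (ENSMUSG00000034783.7, chromosome 6 from 83671215 to 83677857) had 0 reads in every control library and 18.4 ± 5.23 normalized counts in Eed iKO, at least 6.87-fold higher, and belongs to a list of immune genes whose mean was higher in each library labelled Eed iKO than in each control. Smcp (ENSMUSG00000074435.10, chromosome 3 from 92583867 to 92588997) had 54.3 ± 37.4 in control and 1.79 ± 3.10 in Eed iKO, a log2 fold change of -4.50. Angptl8 (ENSMUSG00000047822.8, chromosome 9 from 21835510 to 21837347) had 32.9 ± 18.7 in control and 0.9886 ± 1.71 in Eed iKO, at least 9.69-fold lower. The ± values are SDs over 3 libraries, and the adjusted p from limma lay between 0.103 for Smpd5 and 0.133 for Smcp. With the replicate number as a block, the adjusted p from limma was 0.034 for Smpd5, 0.045 for Lrrc9, 0.043 for Smcp, 0.056 for Angptl8 and 0.084 for Cd207.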

Notably, out of the 213 significantly upregulated genes, only 54 were direct targets of H3K27me3 in qHFSCs (S2A Fig). Further analysis showed that HF-TAC genes that are demarcated by H3K27me3 in HFSCs [14] were not among the significantly upregulated genes in *Eed* iKO HFSCs (Fig 2D), concurring our IF data (Fig 1J) and bolstering the observation that loss of H3K27me3 in the HFSCs is not sufficient to induce transcription of these fate-switch genes. Moreover, out of the 468 bivalent genes demarcated by both H3K4me3 and H3K27me3 in qHFSCs [14], only 7 genes were upregulated in *Eed*-null HFSCs (S2B Fig). This suggests that loss of PRC2 function is not sufficient to activate bivalent genes in qHFSCs and other regulatory processes maintain their repression.

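Each of the 7 HF-TAC genes of Fig 2D passed the filter on low values, and none passed the thresholds in the libraries labelled Eed iKO. E2f2 (ENSMUSG00000018983.9, chromosome 4 from 136172394 to 136196057) had 290.3 ± 84.0 normalized counts in control and 247 ± 69.6 in Eed iKO (SD over 3 libraries, here and for the genes that follow), a log2 fold change of -0.23. Lef1 (ENSMUSG00000027985.14, chromosome 3 from 131110471 to 131224356) had 572 ± 158 and 524 ± 213, a log2 fold change of -0.16, and Runx2 (ENSMUSG00000039153.16, chromosome 17 from 44495987 to 44814797) had 227 ± 146 and 191 ± 30.9, a log2 fold change of -0.02. Lef1 changed direction in the fit without Eed iKO replicate 3, and Runx2 in some of the fits that left out a library. Msx1 (ENSMUSG00000048450.10, chromosome 5 from 37820485 to 37824583) had 248 ± 218 and 318 ± 22.6, a log2 fold change of 0.70. Bmp4 (ENSMUSG00000021835.15, chromosome 14 from 46383520 to 46390669) had 46.0 ± 35.6 and 65.9 ± 29.2, a log2 fold change of 0.65. Shh (ENSMUSG00000002633.4, chromosome 5 from 28456815 to 28467256) had 13.1 ± 7.69 and 24.3 ± 10.4, a log2 fold change of 0.93. Myb (ENSMUSG00000019982.15, chromosome 10 from 21124935 to 21160984) had 10.0 ± 5.68 and 18.1 ± 8.88, a log2 fold change of 0.84. When each library was left out in turn, log2 fold changes ran from 0.32 to 1.38 for Msx1 and from 0.28 to 1.23 for Bmp4. They ran from 0.45 to 1.33 for Shh and from 0.28 to 1.32 for Myb, and none of these genes reversed.
The standard errors ran from 0.34 for Lef1 to 0.92 for Myb, and the adjusted p from limma ran from 0.562 for Msx1 to 0.992 for Runx2. Changes smaller than these errors were not detectable with 3 libraries in each group. Nor was a change above its error always detectable, since Msx1 (0.70, standard error 0.52) had an unadjusted p of 0.206 from limma. The libraries of the 2 groups overlapped for all 7 genes. Averaged over the 7 genes, log2(normalized count + 1) was 6.39 ± 0.12 (SD, n = 3) in control and 6.77 ± 0.26 (SD, n = 3) in Eed iKO, a difference of 0.39 (two-sided exact permutation test, p = 0.2, where 3 libraries against 3 cannot go below 0.1).
Among the 25 genes reported here that passed the filter and are named in the paper or encode Polycomb subunits, these 7 included, 0 had an adjusted p under 0.05 over all genes tested, and 4 had an unadjusted p under 0.05. With the replicate number as a block, 0 had an adjusted p under 0.05 and 7 an unadjusted one. From the absence of HF-TAC genes among the upregulated genes, with the LEF1 staining of Fig 1J, the paper concludes that loss of H3K27me3 in HFSCs is not sufficient to induce these fate-switch genes.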

**Fig 2:**
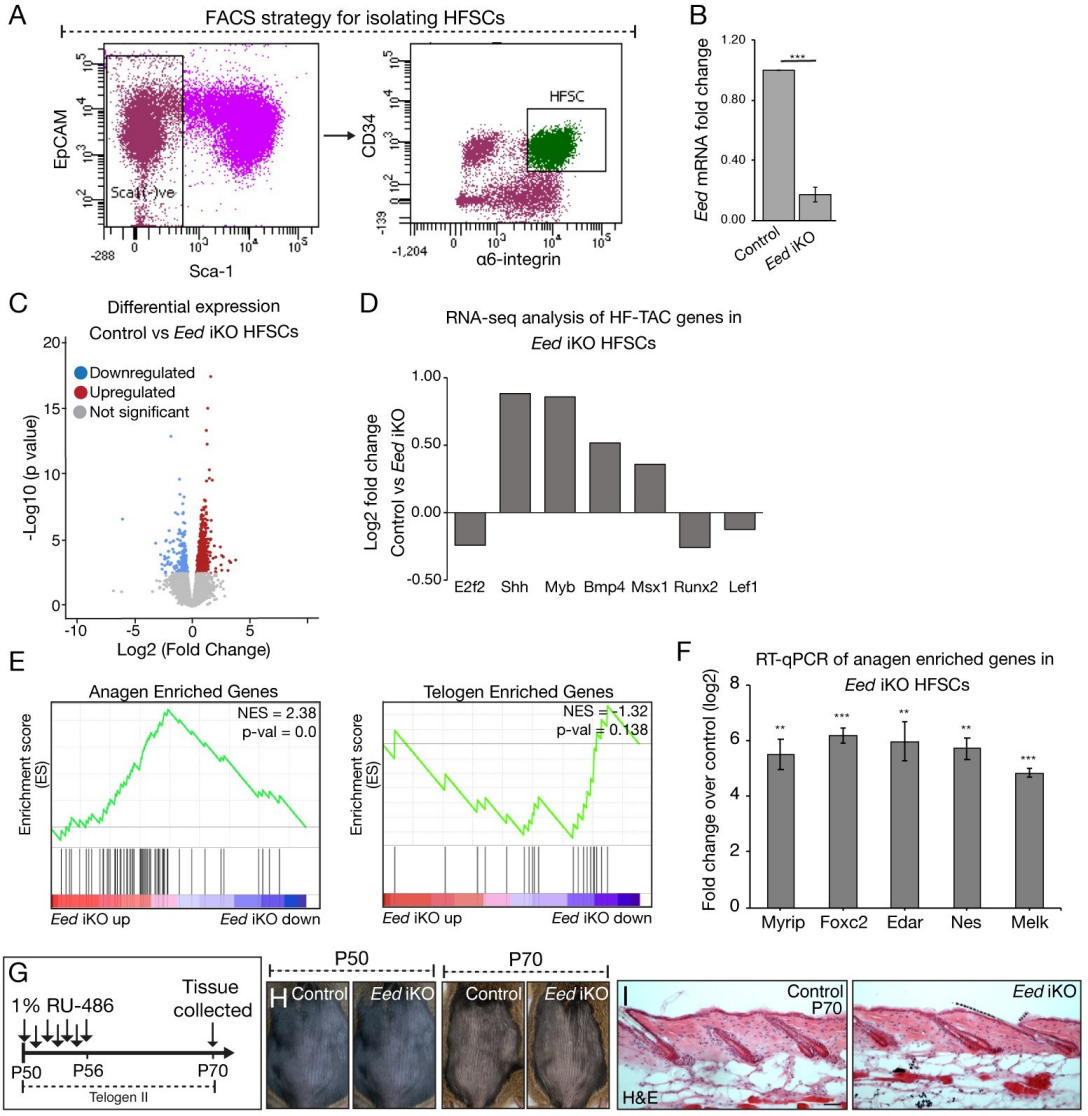
**Loss of PRC2 leads to expression of a subset of anagen enriched genes (A)** FACS strategy for isolating HFSCs from the back skin of mice. **(B)** RT-qPCR analysis of *Eed* mRNA in HFSCs isolated from control and *Eed* iKO mice. n = 3. ***p-value < 0.001; Data are mean ± SE. Three biological replicates for each group were used from at least two independent litters. **(C)** Volcano Plot depicting the differentially expressed genes in FACS-purified *Eed* iKO HFSCs vs corresponding control. Genes with absolute fold change ≥ 1.5 and adjusted p-value < 0.05 were considered significantly upregulated or downregulated for further analysis. RNA-seq analysis was done on three biological replicates for each group from at least two independent litters. **(D)** Graph depicting RNA-seq analysis of H3K27me3 demarcated HF-TACs genes in *Eed* iKO HFSCs. Fold change of these genes was not significant. **(E)** Gene set enrichment analysis of genes differentially expressed in *Eed* iKO HFSCs with anagen or telogen enriched genes. There was significant enrichment with anagen enriched gene set with p-value <0.05. Anagen and telogen enriched gene dataset was obtained by conducting RNA-seq on FACS purified HFSCs of six P28-30 and P50-52 animals, respectively. **(F)** RT-qPCR analysis of anagen enriched genes and H3K27me3 targets that are upregulated in HFSCs of *Eed* iKO mice. Three biological replicates for each group were used from at least two separate litters. ***p-value < 0.001, **p-value < 0.01; Data are mean ± SE. **(G)** Schematic showing the experimental strategy to ablate *Eed* in quiescent HFSCs in telogen II (P50) HFs. **(H)** Images of back skin of control and *Eed* iKO mice on P50 (day 1 of treatment) and P70 (day 20 post treatment). **(I)** Hematoxylin and Eosin (H&E) analysis of back skins from P70 control and *Eed* iKO mice. Analysis was done on three independent biological replicates for each group from two separate litters. Scale bar for H&E: 50μm.

Although we did not observe activation of TAC genes in *Eed* iKO HFSCs, we asked whether loss of PRC2 in quiescent HFSCs leads to induction of genes expressed in aHFSCs. To answer this, we first performed RNA-seq analysis of FACS-purified HFSCs isolated from the back skin of P28-30 (anagen) and P50-52 (telogen) wild type mice. 

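The hair cycle comparison has 3 libraries of anagen HFSCs from wild type mice aged 28 to 30 days and 3 of telogen HFSCs from mice aged 50 to 52 days, while the Fig 2 legend gives a larger number of animals. The authors deposited a separate table of 21915 genes, normalized apart from the Eed iKO libraries, with normalized counts, log2 fold changes and p-values from DESeq2. Of these genes, 4202 were listed at 0 in every library. Between 19.0% and 32.5% of the values of a library were whole multiples of 1 constant, so reads could not be recovered and the sequencing depth is unknown. The normalized counts summed to 12997452, 12555566 and 13186648 in anagen replicates 1, 2 and 3, and to 11503685, 13093795 and 11370984 in telogen replicates 1, 2 and 3, with medians of 12997452 and 11503685. The groups were compared as for the Eed iKO libraries, over the 13457 genes that passed the filter on low values. Levels in this table were not set against levels in the Eed iKO table.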

Differential gene expression analysis revealed 770 genes that are significantly upregulated in aHFSCs (anagen enriched genes) and 735 are significantly upregulated in qHFSCs (telogen enriched genes) (S2 Table). 

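With a log2 fold change of more than 2 in either direction and an unadjusted p under 0.05, the thresholds of the methods for the hair cycle, 686 of the 13457 genes tested changed. Of these, 448 were higher in anagen and 238 higher in telogen, where the paper's reported numbers are 770 and 735. At the same thresholds, the authors' deposited table holds 528 genes higher in anagen and 375 higher in telogen. With the thresholds of the Fig 2C legend, the alternative that moved the count most, 1554 genes passed, 969 higher in anagen and 585 higher in telogen. At a Benjamini-Hochberg adjusted p under 0.05 from limma, 1556 genes passed, 971 higher in anagen and 585 higher in telogen. The libraries of the 2 groups did not overlap for 33.3% of the genes tested, where chance gives 10%, and for 634 of the 686 genes.
Lrat (ENSMUSG00000028003.6, chromosome 3 from 82892579 to 82903973) had 13.2 ± 6.61 normalized counts in telogen and 2591 ± 417 in anagen (SD, n = 3 in each group), a log2 fold change of 7.62 (standard error 0.39, limma adjusted p = 2.9e-06). Bub1b (ENSMUSG00000040084.9, chromosome 2 from 118598211 to 118641591) had 14.4 ± 10.9 in telogen and 1302 ± 423 in anagen (SD, n = 3 in each group), a log2 fold change of 6.64 (standard error 0.54, limma adjusted p = 4.4e-05). Cdca5 (ENSMUSG00000024791.10, chromosome 19 from 6084983 to 6091777) was listed at 0 in all 3 telogen libraries and had 262 ± 12.5 (SD, n = 3) normalized counts in anagen (limma adjusted p = 3.0e-05).
In the other direction, Cck (ENSMUSG00000032532.7, chromosome 9 from 121489824 to 121495694) had 284 ± 70.1 (SD, n = 3) normalized counts in telogen and 0, 0 and 1.19 in anagen replicates 1, 2 and 3 (limma adjusted p = 4.4e-05). Sncg (ENSMUSG00000023064.4, chromosome 14 from 34370274 to 34374789) had 136 ± 68.0 (SD, n = 3) in telogen and 1.96 ± 1.72 (SD, n = 3) in anagen, a log2 fold change of -5.67 (standard error 0.75, limma adjusted p = 9.4e-04). Ccl27b (ENSMUSG00000096826.1, chromosome 4 from 42655251 to 42656005) had 297 ± 124 (SD, n = 3) in telogen and 0, 0 and 96.6 in anagen replicates 1, 2 and 3, a log2 fold change of -5.92 (standard error 1.43, limma adjusted p = 0.023), and the adjusted p was above 0.05 in most fits that left out a library.
The proliferation marker Mki67 (ENSMUSG00000031004.8, chromosome 7 from 135689784 to 135716361) had 376 ± 86.4 normalized counts in telogen and 12777 ± 2281 in anagen (SD, n = 3 in each group), a log2 fold change of 5.10 (standard error 0.23, limma adjusted p = 1.9e-06). The paper takes the genes higher in anagen and in telogen as the anagen enriched and telogen enriched sets.

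**Figure D1:**
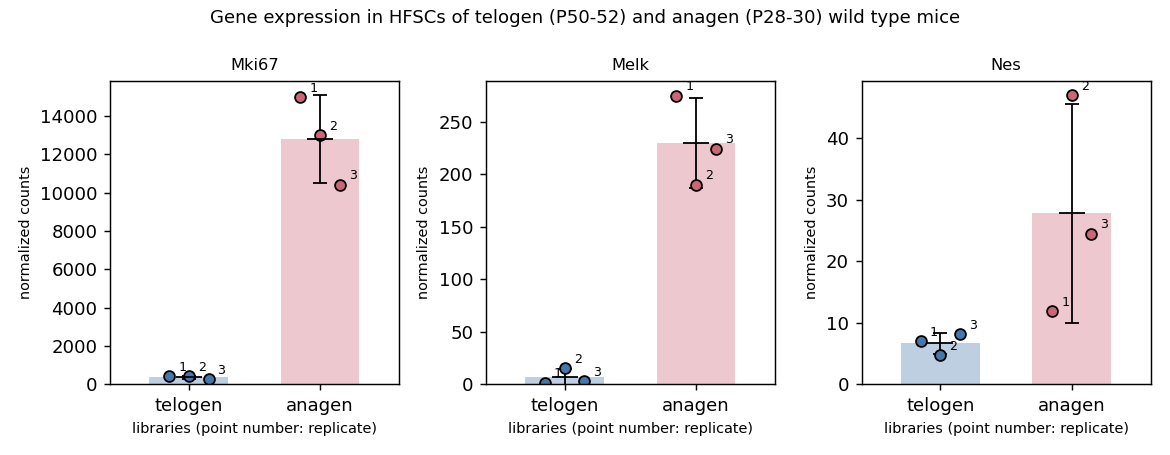
Normalized counts of Mki67, Melk and Nes (vertical axes) in telogen and anagen libraries of wild type HFSCs. Bars are means, error bars are SDs over 3 libraries, and numbered points are the replicates. The anagen libraries lie above the telogen libraries for all 3 genes.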

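The 263 genes past the thresholds were ranked by their log2 fold change in the libraries labelled Eed iKO and tested against the anagen enriched genes found above, using the fgsea package. Of the 263 genes, 33 were anagen enriched, 5 of them among the genes lower in these libraries. The normalized enrichment score was 2.405 (p = 1.7e-04 from 10000 permutations of the genes, the smallest p they can give for a positive score). These permutations treat genes as independent and do not measure the spread between libraries. With the replicate number as a block in both comparisons, 46 of 331 genes were anagen enriched and the score was 2.43 (p = 3.4e-04 from the permutations). Leaving out each library in turn moved the score most, from 1.53 (p = 0.058 from the permutations) without Eed iKO replicate 1 to 3.81 without Eed iKO replicate 3. Over all genes tested, 414 of which were anagen enriched, the camera test of limma also called the set higher. Like the permutations of genes, it sets these genes against other genes and does not replace a comparison of libraries. The mean of the set in each library did not separate the groups (two-sided exact permutation test over libraries, p = 0.3).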

We then performed a Gene Set Enrichment Analysis (GSEA) and found that a subset of genes that are upregulated in *Eed* iKO HFSCs are anagen enriched genes (Fig 2E, left). 

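Of the 263 genes past the thresholds, 9 were telogen enriched in the hair cycle comparison, 2 of them higher and 7 lower in the libraries labelled Eed iKO. Their normalized enrichment score was -0.92 (p = 0.529 from the permutations of genes), and with the replicate number as a block in both comparisons it was -0.91 (permutation p = 0.547), with 8 of 331 genes in the set. The call depended on which genes were ranked. Over all genes tested, 235 of which were telogen enriched, the score was -1.72 (p = 2.2e-04 from the permutations), with telogen enriched genes lower in the libraries labelled Eed iKO.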

On the contrary, there was no significant enrichment of telogen enriched genes in *Eed* iKO HFSCs (Fig 2E, right). 

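Among the 13362 genes tested in both comparisons, 70 were higher past the thresholds in the libraries labelled Eed iKO and 414 were anagen enriched. They shared 28 genes, where 2.17 are expected by chance for independent genes (one-sided Fisher's exact test over genes, p = 1.9e-24). The paper's reported number is 47. The test does not measure the spread between libraries. Groupings of the same libraries that mix the labels shared from 3 to 62 genes. With the replicate number as a block in both comparisons, 40 of 88 higher genes were anagen enriched. Without Eed iKO replicate 3 the number was 87 of 165, and without Eed iKO replicate 1 it was 17 of 45.
The 5 anagen enriched genes of Fig 2F had low counts in these libraries. Myrip (ENSMUSG00000041794.13, chromosome 9 from 120301513 to 120474841) had 0.953 ± 1.11 normalized counts in control and 27.7 ± 3.10 in Eed iKO (SD, n = 3 in each group). It was at least 10.3-fold higher, with a log2 fold change of 4.03 (standard error 0.98, limma adjusted p = 0.123). Nes (ENSMUSG00000004891.16, chromosome 3 from 87971078 to 87980451) had 4.07 ± 1.90 in control and 27.5 ± 17.6 in Eed iKO (SD, n = 3 in each group), a log2 fold change of 2.37 (standard error 0.91, limma adjusted p = 0.259). Adjusted over the list of 25 named genes alone, 1 gene had an adjusted p under 0.05.
Melk, Foxc2 and Edar did not pass the filter on low values. Melk (ENSMUSG00000035683.13, chromosome 4 from 44300876 to 44364675) had 77.4, 65.1 and 4.94 normalized counts in Eed iKO replicates 1, 2 and 3 and 2.59 ± 2.34 (SD, n = 3) in control. Without the filter its log2 fold change was 3.45 (standard error 1.16, limma adjusted p = 0.232). Foxc2 (ENSMUSG00000046714.7, chromosome 8 from 121116171 to 121118895) had 0 reads in the control libraries and 1.08, 10.6 and 33.6 normalized counts in Eed iKO replicates 1, 2 and 3, at least 5.63-fold higher. Edar (ENSMUSG00000003227.4, chromosome 10 from 58600789 to 58675654) had 0 reads in the control libraries and 30.1, 0 and 4.94 normalized counts in Eed iKO replicates 1, 2 and 3, at least 4.35-fold higher, with replicate 2 at the level of the controls.
In the hair cycle comparison, Melk was higher in anagen with a log2 fold change of 5.33 (limma adjusted p = 8.0e-04), Myrip with 2.34 (limma adjusted p = 0.146) and Nes with 1.74 (limma adjusted p = 0.148), under the fold change threshold. Foxc2 and Edar did not pass the filter there. Without it, their log2 fold changes were 0.79 for Foxc2 (limma adjusted p = 0.601) and 2.55 for Edar (limma adjusted p = 0.143). In the authors' deposited table, Nes passed the thresholds of the methods, with a log2 fold change of telogen over anagen of -2.10 (unadjusted p = 0.025 from DESeq2).

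**Figure D2:**
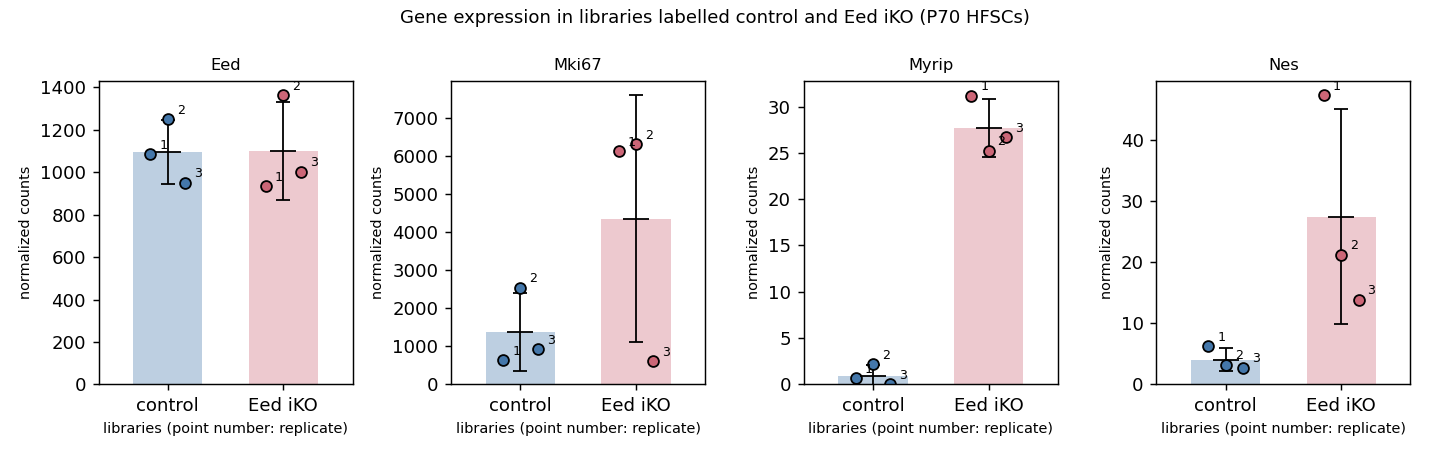
Normalized counts of Eed, Mki67, Myrip and Nes (vertical axes) in the libraries labelled control and Eed iKO. Bars are means, error bars are SDs over 3 libraries, and numbered points are the replicates. Eed is not lower in the libraries labelled Eed iKO, Myrip and Nes are higher in each of them than in each control, and Mki67 is above every control in Eed iKO replicates 1 and 2 only.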

Notably, out of the 47 anagen enriched genes that were upregulated in *Eed* iKO HFSCs, 19 are H3K27me3 targets in qHFSCs. We confirmed the upregulation of selected anagen enriched genes in the *Eed* iKO HFSCs via RT-qPCR (Fig 2F). We also carried out IF analysis of anagen enriched genes, EDAR and FOXC2, and found that both proteins were expressed in CD34+ HFSCs of *Eed* iKO but not control mice (S2C and S2D Fig). Lastly, to phenotypically observe whether PRC2 ablation in the HFSCs leads to shortened quiescence and premature onset of anagen, we induced PRC2 ablation during the telogen II (P50) when HFSCs stay in quiescent state for several weeks (Fig 2G). Similar to control animals, none of the *Eed* iKO animals exhibited hair growth 20 days post treatment and Hematoxylin and Eosin (H&E) analysis showed that HFs in both control and *Eed* iKO mice remained in telogen (Fig 2H and 2I). Together, these combined analyses show that loss of PRC2 in qHFSCs leads to an upregulation of subset of genes that are normally expressed in aHFSCs. However, expression of these genes in *Eed*-null HFSCs is not sufficient to override the quiescent transcriptional program which would manifest into phenotypic changes.

### HFSCs lacking PRC2 undergo proper hair regeneration

Given that loss of PRC2 function in qHFSC does not instructively affect HFSC function, we asked whether ablation of PRC2 in the HFSCs would impact hair cycle and hair regeneration. Therefore, we ablated *Eed* at P19 during the quiescent stage of the first adult hair cycle, i.e., telogen I (Fig 3A). To confirm that H3K27me3 was ablated in HFSCs at the end of this treatment regimen, we collected dorsal skin from animals at P26 and confirmed that H3K27me3 mark was significantly ablated in *Eed*-null HFSCs when compared to control (S3A–S3C Fig). Next, we followed homeostatic hair cycle in control and *Eed* iKO animals after treatment between P19-P25 and found that both the animals had undergone proper hair regeneration and exhibited a full hair coat (Fig 3B). Next, we collected the back skin at P52 to test whether there were any histological differences in the HFs between control and *Eed* iKO mice. H&E staining showed no gross differences in HF morphology in control and *Eed* iKO mice. Moreover, both animals had completed a full homeostatic hair cycle to enter telogen II indicated by the presence of club hairs with old and newly formed bulge (Fig 3C). IF analysis of P52 *Eed* iKO HFs showed that the new bulge was devoid of H3K27me3 mark when compared to control (Fig 3D and 3E). Additionally, IF analysis of SOX9 showed no noticeable changes between control and *Eed*-null HFSCs suggesting that HFSC identity was properly re-instated in the newly formed HFSCs of the new bulge (Fig 3F). Next, we let these animals undergo two homeostatic hair cycles and observed no defects in hair regeneration or changes in HFSC fate in *Eed* iKO mice when compared to control (S3D–S3H Fig). Lastly, we challenged PRC2-null HFSCs to undergo forced regeneration brought upon by depilation (waxing) [21]. Once control and *Eed*-null HFs had entered the quiescent period at P50, we waxed the back skin to induce hair cycle (Fig 3G). We found no changes in rate of hair regeneration between control and *Eed* iKO mice and H&E staining of skin 22 days post waxing showed that both control and *Eed* iKO mice had not only undergone induced anagen but had successfully completed hair cycle to re-enter telogen (Fig 3H and 3I). IF analysis confirmed that HFSCs remained devoid of H3K27me3 in *Eed* iKO mice (Fig 3J). Additionally, there were no changes in SOX9 expression between control and *Eed*-null HFSCs (Fig 3K). Altogether, these observations led us to conclude PRC2 function is dispensable for hair regeneration.

**Fig 3:**
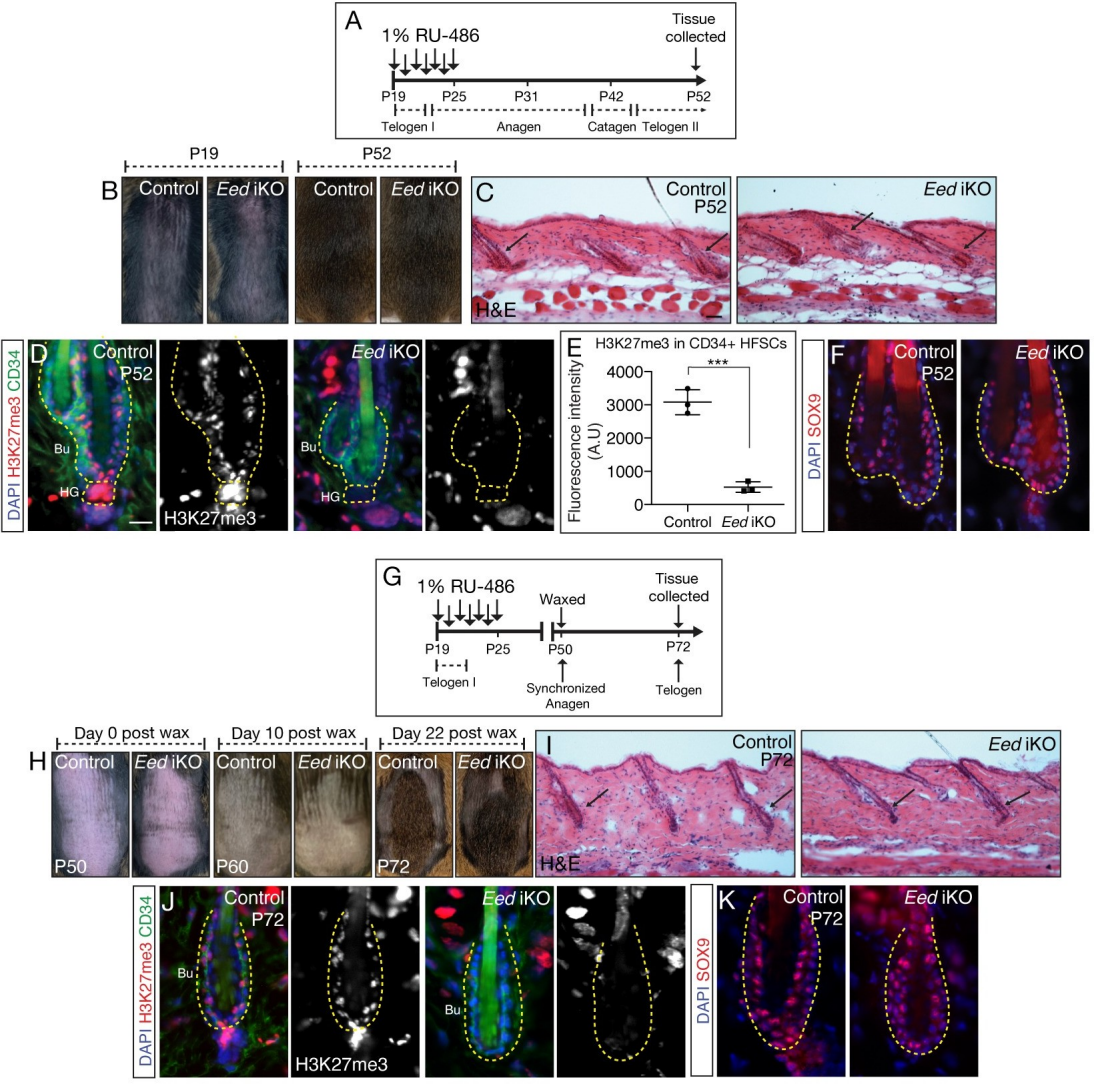
**HFSCs lacking PRC2 progress normally through hair cycle and form new HF bulge (A)** Schematic showing the experimental strategy to ablate *Eed* in quiescent HFSCs in telogen I HFs. **(B)** Images of back skin of control and *Eed* iKO mice on P19 (day 1 of treatment) and P52 (day 27 post treatment). **(C)** H&E analysis of P52 control and *Eed* iKO back skin. Club hairs are indicated by arrows. **(D)** IF analysis of H3K27me3 (red), CD34 (green) and DAPI (blue) in HFSCs of P52 control and *Eed* iKO mice. H3K27me3 single channel is shown in gray. **(E)** Fluorescence intensity quantification of H3K27me3 signal (arbitrary units) in control and *Eed*-null HFSCs *P*<0.0001, *n* = 100 cells from 10–12 HFs from at least three independent biological replicates. **(F)** IF analyses of SOX9 (red) and DAPI (blue) in HFSCs of P52 control and *Eed* iKO mice. **(G)** Schematic showing the experimental strategy to ablate *Eed* in telogen I (P19) HFSCs followed by waxing (depilation) at P50 to induce regeneration. **(H)** Images of waxed back skin of control and *Eed* iKO mice on day 0, day 10, and day 22 after waxing. **(I)** H&E analysis of skins collected 22 days post waxing from control and *Eed* iKO back skin. **(J)** IF analysis of H3K27me3 (red), CD34 (green) and DAPI (blue) in HFSCs of 22 days post waxed skin from control and *Eed* iKO mice. H3K27me3 single channel is shown in gray. **(K)** IF analyses of SOX9 (red) and DAPI (blue) in HFSCs of P72 control and *Eed* iKO mice. All reported experiments in this figure was conducted on three biological replicates from two separate litters. Scale bar for H&E: 50μm, Scale bar for IF: 10μm.

## Discussion

Histone modifications provide a critical cell-intrinsic mechanism by which stem cells regulate its transcriptional landscape to either maintain its SC identity or initiate a differentiation program [22,23]. However, *in vivo* functional studies testing the role of specific chromatin regulators in SC systems of adult tissue are limited. In this report we uncover that a conserved epigenetic regulator, PRC2 and its corresponding repressive histone mark H3K27me3, is dispensable for HFSC quiescence and HF regeneration. We show that *in vivo* genetic ablation of PRC2 in the HFSCs does not impair HFSC function and hair cycle. Further analysis of quiescent HFSCs revealed that loss of PRC2 does not lead to expression of genes expressed in differentiating HF-TACs that have been reported to be H3K27me3 bound in the HFSCs [14]. Lastly, transcriptional profiling of quiescent HFSCs lacking PRC2 revealed loss of H3K27me3-mediated repression leads to expression of genes that are typically expressed in aHFSCs. 

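Averaged over the 414 anagen enriched genes tested, log2(normalized count + 1) was 6.43, 6.73 and 6.70 in control replicates 1, 2 and 3, and 7.47, 7.35 and 6.52 in Eed iKO replicates 1, 2 and 3. The difference of the group means was 0.50 (two-sided exact permutation test, p = 0.3), and the third library labelled Eed iKO lay within the range of the controls. Averaged over the 235 telogen enriched genes, it was 8.08 ± 0.11 (SD, n = 3) in control and 7.92 ± 0.26 (SD, n = 3) in Eed iKO (two-sided exact permutation test, p = 0.4). The replicates had 8.00, 8.04 and 8.21 in control and 7.94, 7.66 and 8.17 in Eed iKO. Each was below the control of the same number, but the labels do not state that same-numbered libraries are paired. Eed iKO replicate 3 lay above control replicates 1 and 2. The groups did not overlap for 31 of these genes that were lower and 5 that were higher in Eed iKO. A list of 26 cell cycle genes averaged 7.00, 7.69 and 6.96 in control and 9.14, 9.04 and 6.43 in Eed iKO, a difference of 0.99 (two-sided exact permutation test, p = 0.4). Within this list, Cdk1 and Cdca8 passed the thresholds as higher. A list of 8 bulge stem cell genes averaged 14.68 ± 0.19 (SD, n = 3) in control and 14.65 ± 0.05 (SD, n = 3) in Eed iKO, a difference of -0.03 (two-sided exact permutation test, p = 0.9). No gene of that list passed the thresholds, but its members moved apart, since the groups did not overlap for 2 genes that were higher and 2 that were lower in Eed iKO, where chance gives 10% of genes. Among the lower genes was Nfatc1 (ENSMUSG00000033016.15, chromosome 18 from 80606205 to 80713071), with 33129 ± 2111 normalized counts in control and 25503.5 ± 3601 in Eed iKO (SD, n = 3 in each group). Its log2 fold change was -0.39 (standard error 0.15, limma adjusted p = 0.259, and 0.095 with the replicate number as a block). For Mki67, the replicates of the libraries labelled Eed iKO had 6125, 6301 and 609 normalized counts, and those of the controls had 639, 2543 and 928.

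**Figure D3:**
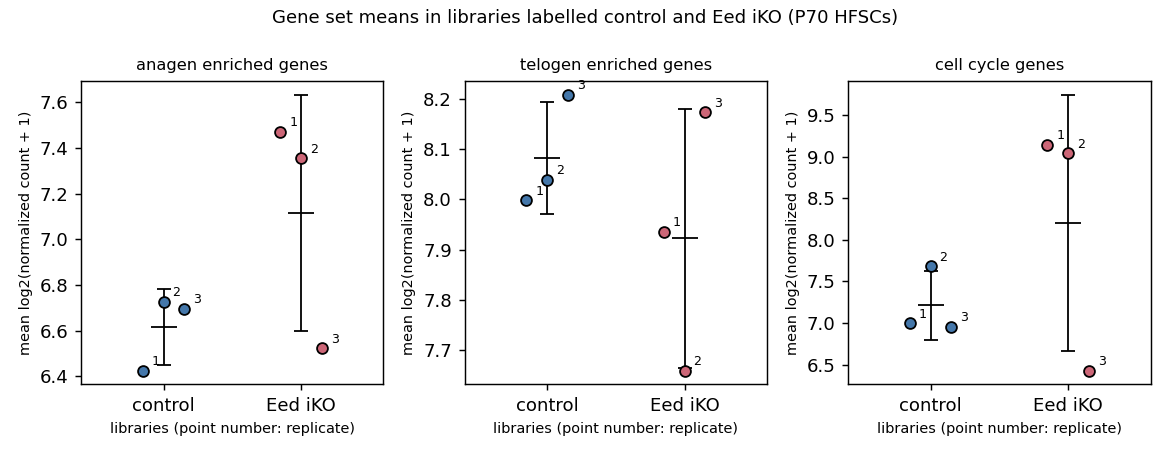
Mean log2(normalized count + 1) over anagen enriched, telogen enriched and cell cycle genes (vertical axes) in the libraries labelled control and Eed iKO. Horizontal marks are means, error bars are SDs over 3 libraries, and numbered points are the replicates. Eed iKO replicates 1 and 2 lie above every control for anagen enriched and cell cycle genes, and replicate 3 does not.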

Together, our findings show that ablation of PRC2 in the adult HFSCs leads to modest transcriptional changes that are associated with the activated state of the HFSCs and that is insufficient to alter HFSC fate or function to have physiologically relevant effects. Notably, our finding is in line with previously reported observation that PRC2 function is largely dispensable for maintaining intestinal stem cells (ISCs) and homeostatic intestinal regeneration in adult mice, further elucidating the non-instructive role of PRC2 in SCs of different epithelial tissue of an adult organism [24].

We had previously reported that PRC2 is required for postnatal development of HFs [10,11]. This defect was due to defective proliferation and increased apoptosis in highly proliferative HF matrix cells leading to arrested HF formation. Importantly, despite the defective formation of HFs, HFSC specification was not altered [10,11]. Here, we report that ablation of PRC2 function in the adult HFSCs does not impact hair regeneration or HFSC state. Therefore, from our studies in development and now in adulthood, we can conclude that PRC2 and H3K27me3 is dispensable for HFSC specification during development and HFSC function during hair regeneration in the adult skin. Interestingly, loss of function of JARID2, a key PRC2 complex member, during epidermal development does not affect basal cell differentiation and function, nor does it impact HF morphogenesis [25]. On other hand, loss of *Jarid2* in the adult epidermis leads to reduced proliferation and enhanced differentiation of basal cells leading to abnormal epidermal thickness. Moreover, there is no impact on hair cycle progression [25]. This indicates that PRC2 complex containing JARID2 has a more instructive role in the interfollicular epithelium and is dispensable during development. Additionally, our lab has recently reported that loss of PRC2 function in adult epidermal stem cells leads to gross phenotypic changes including epidermal pigmentation which is not observed when PRC2 function is ablated exclusively in the HF bulge [20]. Together, these studies highlight that the instructive function of PRC2 not only varies between different cell populations of the developing and adult epidermis, but its function is context dependent.

Cell fate specification controlled by epigenetic regulatory mechanisms can span many cellular divisions–especially histone methylation has been considered to enforce its mode of gene regulation over multiple rounds of cell division [26]. Studies in ISCs reported that ablation of PRC2 does not lead to immediate loss of H3K27me3 and de-repression of PRC2 targets. Rather H3K27me3 dilutes on parental nucleosomes over several rounds of division leading to full activation of genes under PRC2 repression [17]. This is contrary to what we observed in HFSCs as complete loss of H3K27me3 in HFSCs occurred as cells remained quiescent (Fig 2D). Notably, prior work has shown that Jmjd3, a Jumonji family of de-methylases, which removes methyl groups from H3K27 to alleviate Polycomb mediated repression, is expressed in the HFSCs [13,27]. Together, these data indicate that complete erasure of H3K27me3 in HFSCs is mediated by not only the loss of the methyltransferase activity of PRC2 but also by swift and uninhibited activity of de-methylases. Therefore, while the mild phenotypes seen upon PRC2 loss in ISCs can be attributed to gradual de-repression of target genes through cell division dependent H3K27me3 dilution, insufficient erasure of H3K27me3 is not a contributing factor for the non-instructive role of PRC2 in HFSCs [24]. Interestingly, pharmacological inhibition of de-methylases in the epidermis, including the HFSCs, leads to defective hair regeneration and wound repair, suggesting that elevated levels of H3K27me3 mark, but not ablation, plays a more prominent role in the HFSCs [13,28].

The canonical model of gene regulation by Polycomb proteins postulates that PRC1 and PRC2 facilitate each other’s recruitment and largely bind to the same targets to establish Polycomb domains to mediate transcriptional repression [8,29]. However, very little was known of how each complex contributes to gene repression and if their function is redundant or not *in vivo*. Our recent work had highlighted that PRC1 and PRC2 have functional redundancy in epidermal stem cells during development, and this redundant repressive role is imperative for preserving epidermal lineage identity [12]. Given that loss of PRC2 alone in the HFSCs does not have an instructive role, we speculate that in absence of PRC2, PRC1 might be compensating to maintain stem cell identity and quiescence. Notably, we observed that the *Cdkn2a* locus, a target of Polycomb repression, is not de-regulated in the *Eed*-null HFSCs also implying that PRC1 maybe maintaining repression in absence of PRC2 [18,19]. Therefore, it will be intriguing to investigate whether PRC2 targets in the HFSCs are also targeted by PRC1, and whether loss of both PRC1 and PRC2 can alleviate this repression to reprogram the HFSCs to acquire a cell fate that is more committed to differentiation. Furthermore, there are other chromatin regulatory mechanisms that have been implicated in HFSCs and that could be safeguarding HFSC function in absence of PRC2 function [4,30]. Ablation of histone deacetylase 1/2 (HDAC1/2) function in the developing and adult epidermis leads to several HF defects such as absence of HF formation, expansion of HF bulge region, and alopecia [31–33]. Loss of DNA-methyltransferase 1 (DNMT1) in the developing epidermis results in improper HF architecture and progressive alopecia in aged animals [34]. Additionally, higher order chromatin organization and have also been linked to HFSC function. Super-enhancers (SEs) are clusters of closely associated enhancers that are bound by transcription factors involved in SC identity and fate choice [35]. In HFSCs, SEs are specifically associated with HFSC factors and undergo dynamic remodeling during HFSC lineage progression allowing for a specific transcriptional landscape that promotes fate switch processes [36].

Deregulation of epigenetic mechanisms often lead to the development of cancers. Loss-of-function mutations affecting PRC2 function has been associated with a myriad of cancers highlighting the tumor-suppressive roles of PRC2 [37]. Previous work has identified that HFSCs are the cells of origin of squamous cell carcinoma (SCC) and over-expression of oncogenic factors in the HFSCs is sufficient to induce SCC tumorigenesis [38,39]. Given that loss of PRC2 in HFSCs leads to an activated state of the cells, it could be speculated that loss of PRC2 could prime the HFSCs for malignant transformation contributing towards SCC formation. Although loss of PRC2 in the HFSCs does not lead to phenotypic changes that grossly affect hair regeneration, it will be interesting to see if application of chemical carcinogenic compounds would accelerate the initiation of SCC tumorigenesis in HFSCs lacking PRC2 function.

## Methods and materials

### Ethics statement

All experimental protocols using animals was approved by and in accordance with the Institutional Animal Care and Use Committee (IACUC) guidelines (Protocol No. LA11-00020).

### Mice

All mice used in this study were housed at the Center of Comparative Medicine and Surgery (CCMS), Icahn School of Medicine at Mount Sinai (ISMMS). *K15-CrePGR* and *Rosa*^*CAG-tdtomato*^ mice lines were obtained from the Jackson Laboratories. Drs. Weipeng Mu and Terry Magnuson [16] kindly provided the *Eed*^*flox/flox*^ mice. Mice were genotyped by PCR using tail DNA that was extracted using DirectPCR Lysis Reagent (Viagen Biotech Inc), according to manufacturer’s instructions. Both male and female mice were used in this study. For RU-486 (Cayman Chemicals) topical treatment to induce *Eed* ablation, RU-486 was dissolved in 100% ethanol (Sigma-Aldrich) to a final concentration of 10 mg/ml. 100μl of RU-486 was topically applied on shaved dorsal skin of postnatal day 19 (P19) or P50 mice once per day for 7 days. The back skin of P50 mice were waxed using Sally Hansen facial wax strips. Control mice were treated with the same amount of 100% ethanol.

### Immunofluorescence staining and microscopy

Dorsal skin tissues were collected from adult mice, embedded in OCT compound (Tissue-Tek), and subsequently cut into 8μm sections using a Leica Cryostat. Slides with sections were fixed in 4% PFA for 15 minutes at room temperature and blocked for 1 hour at room temperature in blocking solution (1x PBS supplemented with 0.1% Triton X-100, 1% BSA, 0.25% normal donkey serum, 0.01% gelatin). Primary antibodies were diluted in blocking solution and incubated for overnight at 4°C. Slides were then incubated with secondary antibodies for 1 hour at room temperature. Slides were counterstained with DAPI to visualize nuclei. The following primary antibodies were used in this study: Rabbit anti-H3K27me3 (1:500, Cell Signaling, Cat# 9733S), Rat anti-CD34 (1:100, eBioscience, Cat# 14-0341-82), Rabbit anti-KI67 (1:250, Abcam, Cat# ab15580), Rabbit anti-activated caspase 3 (1:250, R&D Systems, Cat# AF835), Rabbit anti-SOX9 (1:250, Abcam, Cat# ab185966), Mouse anti-NFATC1 (1:100, Biolegend, Cat#649601), Rabbit anti-LEF1 (1:100, Cell Signaling, Cat# 2230S), Rabbit anti-P19 (ARF) (1:200, Abcam, Cat#ab80), Goat anti-EDAR (1:100, R&D Systems, Cat# AF745) and Sheep anti-FOXC2 (1:100, R&D Systems, Cat# AF6989). The following Secondary antibodies from Jackson ImmunoResearch Labs were used in this study: Anti-rat Alexa Fluor 488 (Cat# 712-545-150), Anti-mouse Alexa Fluor 594 (Cat# 711-585-152), Anti-rabbit Alexa Fluor 594 (Cat# 711-585-152), Anti-rabbit Alexa Fluor 647 (Cat# 711-605-152) and Anti-goat Alexa Fluor 647 (Cat# 705-606-147). Anti-sheep NL557 (Cat# NL010) was acquired from R&D Systems.

Slides were imaged using a Leica DM5500 slide microscope. For each immunofluorescence assay, at least three animals from at least two independent litters were analyzed per mutant genotype.

### Immunofluorescence quantification and statistics

Slides were imaged using Leica DM5500 slide microscope with 40X objective. Fluorescence intensity for each time point was calculated from at least 15 bulge images totaling >100 HFSCs.

NIH ImageJ software was used to calculate the mean intensity for H3K27me3. Fluorescence intensity was normalized to non-nuclear background. Graphs were generated using GraphPad Prism software. Each point on the column graph indicates average of each biological replicate. The error bars represent st. dev. To determine the significance between two groups, comparisons were made using Student’s *t*-test (Excel). For all statistical tests, the 0.05 level of confidence was accepted for statistical significance. **, *** and **** indicates p-values < 0.001, <0.0001 and < 0.00001, respectively.

### Fluorescence-activated cell sorting

FACS isolation of HFSCs from the back skin of control and *Eed* iKO mice was performed as following. The back skin from adult mice was collected. The adipose layer from the dorsal side was scraped off and the scraped skin sample was washed with 1x PBS prior to incubation with 0.25% Trypsin/EDTA (Corning Cellgro) at 37°C for 1 hour. After incubation, the epidermal cells, including the HFSCs, was scraped off from the trypsinized skin into the plate. 25 mLs of E-media was added to the cell suspension and was strained through 40μm filters and was washed twice with 1x DPBS. The cells were stained with 1:200 PerCP-Cy5.5-Sca1 (Thermo Fisher Scientific), 1:200 FITC-α6-integrin (Thermo Fisher Scientific), 1:100 APC-EpCAM (Biolegend) and 1:20 Alexa700-CD34 (Biolegend) in staining buffer (HBSS + 2% Fetal Bovine Serum) for 30 minutes on ice and then washed twice with 1x DPBS before cell sorting. HFSCs were sorted by gating on EpCAM(+), Sca1(-), α6-integrin(high) and CD34(+). All cell isolations were performed on a FACS Influx instrument (BD) in the Flow Cytometry Core Facility at ISMMS.

### RNA purification, RT-qPCR, and RNA-seq library preparation

FACS-purified cells were collected directly into RLT Plus buffer (QIAGEN) and total RNA was isolated with the RNeasy Plus Micro Kit (QIAGEN) and DNase1 treatment (QIAGEN). cDNA was reverse transcribed from total RNA using qScript cDNA SuperMix (Quanta Biosciences) according to the manufacturer’s instructions. Samples were analyzed by RT-qPCR using LightCycler 480 SYBR Green I Master Mix (Roche) on a Lightcycler 480 instrument (Roche). For RNA-seq library preparation, 10ng of total RNA was reverse transcribed and amplified using the Ovation RNA-seq System V2 (NuGEN). Libraries were constructed from 200ng of sonicated cDNA (Covaris M220, Covairs) using the Ovation Ultralow system V2 (NuGEN). The concentration and quality of the libraries were determined using Qubit (Invitrogen) and Bioanalyzer (Agilent). Constructed RNA-seq libraries were sequenced at GENEWIZ on the Illumina HiSeq platform, obtaining 150 nucleotide paired-end reads.

### RT-qPCR analysis and statistics

To calculate fold change of mRNA levels of anagen enriched genes (AEGs) in *Eed*-null HFSCs, first, the Ct values of technical replicates of each trial was averaged. DCt was calculated by subtracting GAPDH Ct average from the Ct average of AEGs. Then the of the 2^-DCt was calculated for each trial. Fold change was then calculated by dividing *Eed* iKO 2^-DCt by control 2^-DCt. Bar graph is presented as mean ± SD. At least three animals for each group from two independent litters were used. For all statistical tests, the 0.05 level of confidence was accepted for statistical significance. ** and *** indicates p-values < 0.001 and <0.0001, respectively. Primer details are available upon request to the corresponding author.

### RNA-seq data analysis

The RNA-seq reads were aligned to the mouse transcriptomes corresponding to the Gencode annotation (vM20) using the software Kallisto (v0.42.5). To determine differentially expressed genes with the software DESeq2 between control and *Eed* iKO protein-coding genes with an average TPM (transcripts per million reads mapped) > 1 in control and *Eed* iKO were used. Genes considered upregulated in *Eed*-null HFSCs had a log2 fold change >1.5 at significance level of p-value < 0.05. Similar analysis method was used to determine differentially expressed genes between telogen and anagen HFSCs. Genes with log2 fold change <2.0 at significance level of p-value < 0.05 were considered anagen enriched genes and genes with log2 fold change >2.0 at significance level of p-value < 0.05 were considered telogen enriched genes.

### Gene Set Enrichment Analysis (GSEA)

For GSEA analysis of *Eed* iKO HFSCs, first a list of differentially expressed genes was generated. Genes that had >/<1.5 log2 fold-change in expression with p-value<0.05 was ranked and used as input for the GSEA tool (GSEA_4.1.0). The gene sets for GSEA were curated by obtaining the differentially expressed gene list by performing RNA-seq on quiescent HFSCs (qHFSCs, P50-52) and activated HFSCs (aHFSCs, P28-30). Genes that were upregulated in aHFSCs and upregulated in qHFSCs were defined as Anagen enriched and Telogen enriched genes, respectively.

## Supporting information

S1 Fig **PRC2-null HFSCs do not undergo apoptosis (A)** Schematic showing the experimental strategy to induce *K15-CrePGR* activity in telogen II (P50) HFs. (**B**) IF analyses of H3K27me3 (red), CD34 (green) and DAPI (blue) in HFSCs of P57 control and *Eed* iKO mice. H3K27me3 single channel is shown in gray. Bulge (Bu) region has been outlined in yellow. **(C)** Fluorescence intensity quantification of H3K27me3 signal (arbitrary units) in control and *Eed*-null HFSCs *P*<0.001, *n* = 90 cells from 11–12 HF sections from two independent biological replicates for each group. **(D)** IF analyses of P19^Arf^ (red), CD34 (green) and DAPI (blue) in HFSCs of P70 control and *Eed* iKO mice. Bulge (Bu) region has been outlined in yellow **(E)** IF analyses of P19^Arf^ (red) and DAPI (blue) in the epidermis of P70 *K14-CreERT2; Eed* mice. Epidermis has been separated from dermis region with yellow dashed line. All P70 IF analysis was conducted on three biological replicates for each group from two separate litters. Scale bar for IF: 10μm.
(TIF) Click here for additional data file.

S2 Fig **Loss of PRC2 leads to expression of a subset of anagen enriched genes (A)** Venn diagram showing number of shared genes that are H3K27me3 demarcated in qHFSCs and are also upregulated in *Eed* iKO HFSCs. **(B)** Venn diagram showing number of shared genes that are bivalent in qHFSCs and upregulated in *Eed* iKO HFSCs. **(C)** IF analyses of EDAR (red), CD34 (green) and DAPI (blue) in HFSCs of P70 control and *Eed* iKO mice. **(D)** IF analyses of FOXC2 (red), CD34 (green) and DAPI (blue) in HFSCs of P70 control and *Eed* iKO mice. Bulge (Bu) and hair germ (HG) region has been outlined in yellow. All P70 IF analysis was conducted on three biological replicates for each group from two separate litters. Scale bar for IF: 10μm.
(TIF) Click here for additional data file.

S3 Fig **HFSCs lacking PRC2 undergo homeostatic hair regeneration (A)** Schematic showing the experimental strategy to induce *K15-CrePGR* activity in telogen I (P19) HFs. (**B**) IF analyses of H3K27me3 (red), CD34 (green) and DAPI (blue) in HFSCs of P26 control and *Eed* iKO mice. H3K27me3 single channel is shown in gray. Bulge (Bu) region has been outlined in yellow. **(C)** Fluorescence intensity quantification of H3K27me3 signal (arbitrary units) in control and *Eed*-null HFSCs *P*<0.0001, *n* = 110 cells from 12–13 HF sections from three independent biological replicates for each group. **(D)** Schematic showing the experimental strategy to induce *K15-CrePGR* activity in telogen I (P19) HFs and following the animals through two homeostatic hair cycles. **(E)** Images of back skin of control and *Eed* iKO mice at P19 (after shaving), P50, P50 (after shaving) and P110. **(F)** H&E analysis of skins from P110 control and *Eed* iKO back skin. **(G)** IF analysis of H3K27me3 (red), CD34 (green) and DAPI (blue) in HFSCs of P110 control and *Eed* iKO mice. H3K27me3 single channel is shown in gray. **(H)** IF analysis of SOX9 (red) and DAPI (blue) in HFSCs of P110 control and *Eed* iKO mice. Analysis was conducted on three biological replicates for each group from at least two separate litters. Scale bar for H&E: 50μm, Scale bar for IF: 10μm.
(TIF) Click here for additional data file.

S1 Table Differentially expressed genes in Eed iKO vs Control HFSCs. Genes that were upregulated and downregulated with a log2 fold change >1.5 and <1.5 with significance of p<0.05 are included.

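S1 Table gives, for each gene, the log2 fold change and p-values that DESeq2 estimated between the libraries labelled Eed iKO and the controls. It holds 429 genes, 213 with a positive and 216 with a negative log2 fold change, and 429 could be matched to the deposited table. At a log2 fold change of more than 1.5 in either direction and an unadjusted p under 0.05, the authors' deposited table holds 194 genes with a positive and 194 with a negative log2 fold change. At an adjusted p under 0.05, the authors' deposited table holds 502 and 277. In the comparison with limma, 212 of the 429 genes passed the thresholds. Another 132 of the 429 did not pass the filter on low values and were not tested.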

(XLSX) Click here for additional data file.

S2 Table Differentially expressed genes in Telogen HFSCs vs Anagen HFSCs. 

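S2 Table compares telogen with anagen, so a positive log2 fold change marks a gene higher in telogen. It holds 969 genes, 413 with a positive and 556 with a negative log2 fold change. All were matched to the deposited table. With both lists taken from S1 and S2 Tables, 50 genes with a positive log2 fold change in S1 Table were among the anagen enriched genes of S2 Table, over 17858 genes in both deposited tables.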

Genes that were upregulated and downregulated with a log2 fold change >2.0 and <2.0 with significance of p<0.05 are included.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

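HFSCs sorted from mouse back skin were sequenced in 12 libraries, 3 for each of the conditions control, Eed iKO, anagen and telogen. Conditions and replicate numbers were taken from the sample labels, checked against the paper, and never from the values. The labels give the control and Eed iKO libraries an age of 70 days, the anagen libraries 28 to 30 days and the telogen libraries 50 to 52 days. The pairing of replicates of the same number comes from the replicate numbers in these labels, which do not state that same-numbered libraries share a litter or a batch.

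The authors made cDNA libraries from total RNA, aligned the reads to mouse transcripts of the Gencode annotation (vM20) with Kallisto, and compared groups with DESeq2 for protein-coding genes. The deposited signal per gene and library is a count divided by the DESeq2 size factor of the library. The deposited log2 values are the authors' log2 fold changes and their standard errors, with the Eed iKO libraries over control in one table and telogen over anagen in the other. Each deposited p-value is from the DESeq2 test of the authors, unadjusted or adjusted by the method of Benjamini and Hochberg. The mean of the libraries differed from the deposited mean of each gene by at most 5.3e-05 in the Eed iKO table and 3.5e-10 in the hair cycle table. TPM values, on which the methods filter genes, were not used here.

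The Eed iKO table holds 17885 genes and the hair cycle table 21915, of which 17879 and 21915 were matched by identifier to GENCODE vM21 (GRCm38), the source of coordinates, strands, exon overlaps, transcript lengths and GC content. In the Eed iKO table, 25 gene symbols had been turned into dates, and these genes were followed by identifier. The tables were normalized separately and each was tested on its own.

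The tests set before the data were examined assumed counts and named the quasi-likelihood test of edgeR, with limma on log2(value + 1) for a table of normalized values. Both tables hold normalized values, so limma was used for both. Genes were filtered with filterByExpr at a count minimum of 10, which left 15008 genes in the Eed iKO table and 13457 in the hair cycle table, and moderated variances were fitted with an intensity trend. Whole reads were recovered from the Eed iKO table, where 100% of the values in each library were whole multiples of 1 constant. The edgeR and DESeq2 tests were run on these reads as alternatives. These alternatives covered the genes that passed the filter. A separate DESeq2 run on the recovered reads of all 17885 genes, without the filter, differed from the deposited log2 fold changes by at most 2.1e-07.

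Genes counted as changed had a log2 fold change of more than 1.5 (Eed iKO) or 2 (hair cycle) in either direction and an unadjusted p under 0.05, as in the methods, and genes with an adjusted p under 0.05 were counted beside them. Gene set enrichment used fgsea with 10000 permutations of genes and a seed of 1. The shared genes of the comparisons were tested with Fisher's exact test over the genes tested in both. Gene set means were compared with exact permutation tests, where 3 libraries against 3 cannot give a p below 0.1. A fold against a group with at most 3 reads in each of its libraries was computed against that floor and given as a lower bound.

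The genes named were fixed by a rule: every gene that the paper names or shows in Fig 2D and Fig 2F and the subunits of PRC1 and PRC2, and in each comparison the 3 genes with the largest and the 3 with the smallest log2 fold change among genes past the thresholds whose groups of libraries did not overlap. Genes found only in other marker lists are named only where they passed the thresholds, and those lists are otherwise reported as means. Genes named outside the rule are given as such. A gene that falls under the rule is not reported here, and the counts of named genes leave it out. Cdkn2a was not analysed in the Eed iKO libraries.

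The Eed iKO table rests on 33269583 to 57063586 reads per library, and the depth of the hair cycle libraries is unknown. The functions were tested on simulated data with 200 genes changed by a log2 fold change of 2.5. For the Eed iKO table, limma recovered 94.5% of the changed genes at the thresholds of the methods with 182 false calls among 15008 genes, and 82.5% at an adjusted p under 0.05 with 4 false calls. For the hair cycle table, it recovered 85% with 42 false calls among 13457 genes, and 75.5% with 13 false calls.

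Alternatives were a pseudocount of 0.1, no filter on low values, the replicate number as a block, each library left out in turn, the thresholds of the Fig 2C legend, adjusted p in place of unadjusted p, gene sets from S1 and S2 Tables, other rankings for enrichment, and DESeq2 or edgeR on recovered reads. Several were added after the data were seen, namely TMM scaling of the deposited values, edgeR with TMM on recovered reads, limma without an intensity trend, reads thinned to the shallowest library, and anagen enriched genes without cell cycle genes. The lists of H3K27me3 targets and of bivalent genes were not used here, and the RT-qPCR, immunofluorescence and histology experiments were not analysed here.

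Computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and blastn 2.17.0.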

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

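Among the tests in this part, those on chromosome 7 as a whole, on reads shared by Gm49369 and on immune genes were chosen only after the result was seen.

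Beyond the genes the paper discusses, 4 genes had an adjusted p under 0.05 from limma between the libraries labelled Eed iKO and the controls, which stood out because the text of the paper does not discuss them. S1 Table lists Prmt1 and Gm49369. The log2 fold changes were 1.24 for Rps26, 1.37 for Tsen34, 1.63 for Prmt1 and -11.13 for Gm49369, and each gene was higher, or for Gm49369 lower, in 3 of 3 libraries than in every control. Counts of the same kind ranged from 1 to 673 over the alternatives. The real grouping gave the most genes of the 4 splits of the 6 libraries that part every same-numbered pair (1 of 4 splits), a number of splits that cannot give a share under 0.05. Each of the 6 other splits parts only 1 such pair, and 1 of those also gave 4 genes.

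Tsen34, Prmt1 and Gm49369 share chromosome 7 with Eed, which drew attention to sequence inherited with the floxed allele. With the 4 genes left out, 21 of 1263 tested genes on chromosome 7 passed the thresholds, against 261 of 15004 on all chromosomes (one-sided Fisher's exact test, p = 0.619). Within 10 Mb of Eed, 3 of 122 genes did so (one-sided Fisher's exact test, p = 0.361). Neither test shows an excess of changed genes on that chromosome. The genes counted passed only an unadjusted p, and Tsen34, Prmt1 and Gm49369 lie more than 10 Mb from Eed. The tests therefore cannot exclude sequence inherited with the floxed allele as the source of these 3 changes. A strain variant in these 4 genes themselves was not tested.

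Genes with short transcripts tended to be higher in the libraries labelled Eed iKO, with a Spearman rho between log2 fold change and transcript length of -0.23 across genes. Genes are not independent replicates, and the 3 against 3 libraries cannot tell whether this trend follows the label or the preparation of the libraries. Whether the 4 genes follow this trend was not tested, so a length effect may contribute to their change. Copies of Rps26 elsewhere in the genome were not searched.

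For Gm49369, 100% of the exon bases overlap other genes, so reads moving between overlapping genes were weighed as a technical explanation. The mean loss was 2398 normalized counts, while the overlapping genes Ctsd and Ifitm10 together changed by -849.8, a ratio to the loss of -0.354. Ifitm10 alone gained 237 normalized counts (SD among the controls 119), a small part of the loss. Ctsd changed by -1087 with an SD of 2421 among the controls, larger than the loss. The test therefore cannot tell whether reads were assigned to Ctsd, and the change of Gm49369 cannot be told apart from a difference in how reads were assigned. No biological explanation beyond the label was tested.

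A list of immune genes, written to look for RNA of other cells, had higher values in each of the 3 libraries labelled Eed iKO than in each control. Over the 7 genes of the list that passed the filter, the difference of the mean log2 values was 1.64 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), and 6 of the 7 genes were higher. The values were the same under TMM scaling, which could hardly have changed them, since it shifted the median log2 fold change by only 0.003. Cd207, H2-Ab1 and Coro1a passed the thresholds. One hypothesis is that the libraries labelled Eed iKO may hold more RNA from immune cells of the skin. Expression of these genes by HFSCs predicts the same values, so the explanations cannot be told apart here.

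Lars2 was among the 10 most abundant genes and was higher in the libraries labelled Eed iKO, with 386505 ± 49392 (SD, n = 3) normalized counts in control and 961951 ± 177658 (SD, n = 3) in Eed iKO, a log2 fold change of 1.31 (limma adjusted p = 0.083). Sequence shared with a ribosomal RNA was tested as a technical explanation. Against the 356 ribosomal RNA transcripts of the annotation, the longest match with 94.7% identity had 19 bases. The annotation used here does not include the large cytoplasmic ribosomal RNAs, so a difference in ribosomal RNA between libraries was tested only in part and could still contribute. No biological explanation was tested.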

How the results depend on the processing

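Among the alternatives in this part, the set without cell cycle genes and the thinned reads also served to test explanations, chosen after the result was seen. The alternatives added after the data were seen are named in the processing summary.

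For the 263 genes past the thresholds between the libraries labelled Eed iKO and the controls, the thresholds of the Fig 2C legend gave 4 genes, adjusted p with the fold change of the methods gave 2, and no filter on low values gave 425 (239 higher, 186 lower). The other alternatives stayed within 1.5 times the main count, from 241 with a pseudocount of 0.1 to 331 with the replicate block, and fits that left out one library gave 217 to 449. Of the 263 genes, 194 were also called by DESeq2 (255 in all), 191 by edgeR with TMM (243) and 234 in thinned reads (258). The 4 genes with an adjusted p under 0.05 became 424 with the replicate block (301 higher), 673 with DESeq2 on recovered reads (444 higher, 229 lower), 2 without an intensity trend, and 1 to 188 when a library was left out, while edgeR and TMM scaling gave 5. All 4 were among the genes called with the block and with DESeq2. The cause was not tested.

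For the 686 genes past the thresholds between anagen and telogen, the thresholds of the Fig 2C legend gave 1554, and the other alternatives gave 528 to 956, with 689 to 854 when a library was left out. The 1556 genes with an adjusted p under 0.05 became 842 without an intensity trend (509 higher in anagen, 333 higher in telogen) and 590 to 1534 when a library was left out. With the replicate block, 696 genes passed the thresholds and 1224 the adjusted p. Deviations of same-numbered libraries, which are different animals, had correlations of -0.035, -0.071 and -0.029, with a mean of -0.045.

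The anagen enrichment score of 2.405 stayed positive under every alternative run. It ranged from 1.53 to 3.81 when a library was left out, with p above 0.05 only without Eed iKO replicate 1, and from 1.89 with S1 Table genes to 2.70 with the S2 Table set otherwise. The telogen score of -0.92 became -1.72 over all genes ranked by log2 fold change, -1.86 ranked by signed p, and significant with camera (signed p of -0.0098). It reversed to 0.62 with S1 Table genes, and ranged from -1.22 to 0.81 when a library was left out, the positive value without Eed iKO replicate 1. The 28 anagen enriched genes among the higher genes became 50 with the lists of S1 and S2 Tables and 17 to 87 when a library was left out. They were 40 with the replicate block, 25 with adjusted p in the hair cycle list and 26 without cell cycle genes. The cause was not tested.

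Of the 25 named genes tested, 0 had an adjusted p under 0.05 in every fit except that without Eed iKO replicate 3, which gave 1 (Mki67), for a range of 0 to 1 when a library was left out. DESeq2 on recovered reads gave no adjusted p for Myrip, Nes, Shh and Myb, so these genes could not count in that fit. Between 2 and 7 of the 25 genes had an unadjusted p under 0.05. Of 46 results for single genes, 9 reversed under some alternative, 5 gained and 1 lost an adjusted p under 0.05. The log2 fold change of Eed reversed to 0.0026 with edgeR and DESeq2 size factors, 0.0025 with DESeq2 and 0.0049 with edgeR and TMM, on recovered reads. When a library was left out, log2 fold changes ranged from -0.17 to 0.10 for Eed, -0.22 to 0.015 for Ezh2, -0.064 to 0.14 for Hdac1, -0.12 to 0.058 for Jarid2, -0.47 to 0.059 for Lef1, -0.59 to 0.41 for Ring1, -0.61 to 0.47 for Runx2, -0.041 to 0.33 for Sox9 and -0.0094 to 0.24 for Suz12. The cause was not tested.

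Filters on TPM, limma on TPM, DESeq2 or edgeR for the hair cycle table and DESeq2 in both comparisons for the shared genes were not run, since TPM and hair cycle counts were not used here. The filterByExpr alternative is the filter already used. The telogen enrichment without control replicate 1 gave no score, because too few genes of the set were left. Depth may limit the genes with low counts, such as Foxc2 and Edar, which was not tested for these genes. Their counts in the libraries labelled Eed iKO were low and differed widely between replicates.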

Differences from the paper's values

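No test in this part was chosen after a result was seen, apart from the settings marked as such.

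The number of genes past the thresholds that were higher in the libraries labelled Eed iKO was 124 against the paper's 213. Of the alternatives set before the data were examined, no filter on low values (239), the replicate block (167), and leaving out control replicate 1 (154), control replicate 2 (193), control replicate 3 (246) or Eed iKO replicate 3 (239) came within 1.5 times the paper's number, and the others did not. The number that were lower was 139 against the paper's 216. No filter on low values (186), the replicate block (164), edgeR with DESeq2 size factors (150), DESeq2 (145), and leaving out control replicate 2 (158), control replicate 3 (164) or Eed iKO replicate 3 (210) came within 1.5 times the paper's number, as did edgeR with TMM (147) and limma without an intensity trend (148), which were chosen after seeing the values, and the others did not. Counted by adjusted p alone, the replicate block (301) and leaving out Eed iKO replicate 3 (154) came within 1.5 times the paper's number of higher genes, and DESeq2 (229) within 1.5 times its number of lower genes.

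Anagen enriched genes numbered 448 against the paper's 770. No filter on low values (608), the thresholds of the Fig 2C legend (969) and leaving out telogen replicate 3 (560) came within 1.5 times, and the other alternatives set before the data were examined did not. Telogen enriched genes numbered 238 against the paper's 735, and of those alternatives only the thresholds of the Fig 2C legend (585) came within 1.5 times. Counted by adjusted p alone, 971 anagen and 585 telogen enriched genes were also within 1.5 times. S2 Table of the paper lists 413 telogen enriched genes, against the same 238. No filter on low values (348), the thresholds of the Fig 2C legend (585), and leaving out anagen replicate 2 (332), anagen replicate 3 (284), telogen replicate 2 (336) or telogen replicate 3 (294) came within 1.5 times, and the other alternatives set before the data were examined did not. The paper's text and its S2 Table thus give different numbers, 735 and 413 for telogen and 770 and 556 for anagen.

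Anagen enriched genes among the genes higher in the libraries labelled Eed iKO numbered 28 against the paper's 47. Lists from S1 and S2 Tables (50), the replicate block (40), and leaving out control replicate 2 (43) or control replicate 3 (37) came within 1.5 times, and the other alternatives set before the data were examined did not. So did reads thinned to the shallowest library (32), an alternative chosen after seeing the values.

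The ratio of Eed mRNA in the libraries labelled Eed iKO over control was 0.996, against about 0.17 in Fig 2B, read by eye from RT-qPCR. None of the alternatives set before the data were examined closed the gap.

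The enrichment score of telogen enriched genes was -0.92 against about -1.3 in Fig 2E, read by eye, and no alternative set before the data were examined came within the reading error. The log2 fold change of Nes was 2.37 against about 5.7 in Fig 2F, read by eye from RT-qPCR, and no such alternative closed the gap. The log2 fold change of Melk was 3.45 against about 4.8 in Fig 2F, read by eye from RT-qPCR. Leaving out control replicate 2 (3.74), control replicate 3 (3.93) or Eed iKO replicate 3 (4.65) brought it within the standard error, and leaving out control replicate 1 did not. With no library left out, the authors' deposited log2 fold change of Melk from DESeq2 was 4.28, also within that error. Their value for Nes was 2.74 and did not close its gap.

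The paper counts Foxc2 and Edar as anagen enriched. In the hair cycle comparison here neither passed the filter on low values, and without the filter their log2 fold changes were 0.79 and 2.55 with adjusted p of 0.601 and 0.143 from limma. Without the filter Edar passed the thresholds of the methods, with an unadjusted p of 0.023 from limma, as it did with anagen replicate 2 or telogen replicate 1 left out, and Foxc2 did not. The paper counts Nes as anagen enriched, and here its log2 fold change in anagen was 1.74, under the threshold. With anagen replicate 1 left out it was 2.22 and Nes passed. Nes also passed in the authors' deposited table, with a log2 fold change of telogen over anagen of -2.10 (unadjusted p = 0.025 from DESeq2). That table gives -2.34 for Foxc2 and -3.20 for Edar, with unadjusted p of 0.497 and 0.062 from DESeq2. The paper counts Melk, Foxc2 and Edar as higher in Eed iKO HFSCs, and here they did not pass the filter in the Eed iKO table. Without it, Melk and Foxc2 passed the thresholds of the methods, and Edar did not, with an unadjusted p of 0.060 from limma.

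The p-values of S2 Table were set against those of the authors' deposited table for all 969 genes. They differed for 3 genes, while the log2 fold changes were equal for every gene. For Myrip, the paper's S2 Table gives 0.0277749 and the authors' deposited table 0.127775. For Foxc2, they give 0.0496501 and 0.496501, and for Edar 0.0500307 and 0.0616307. These 3 genes are also among the genes of Fig 2F. For S1 Table, the p-values of 0 of the 429 genes differed. The cause was not tested.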

Other observations

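In this part, the tests on exchanged libraries, cell cycle genes, length and GC content among the genes past the thresholds, depth, the sex of the mice and low counts were chosen only after the result was seen.

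Other splits of the same libraries were compared with the real grouping. Of the 10 splits of 6 libraries, 4 part every same-numbered pair, and the other 6 part only 1 pair. With 4 splits, no share under 0.05 is possible, so chance cannot be ruled out by this test. For the 263 genes past the thresholds between the libraries labelled Eed iKO and the controls, 1 of the 4 splits, the real one, gave as many, and among the 6 others the largest count was 302. For genes with an adjusted p under 0.05 from DESeq2 on recovered reads, 1 of 4 splits gave as many as the real 673, and the largest count among the 6 others was 264. For the telogen enrichment score, taken by size, 1 of 4 splits was as large, with no score for 2 of them, and the largest size among the 6 others was 1.36. In the hair cycle comparison, 1 of 4 splits gave as many genes past the thresholds as the real 686, and 1 of 4 as many with an adjusted p under 0.05 as the real 1556. Its other 9 splits gave 45 to 82 genes past the thresholds and 0 with an adjusted p under 0.05.

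The anagen enrichment and the overlap were as large in another split. For the enrichment score, 2 of the 4 splits were as large as the real one, since control replicates 1 and 2 with Eed iKO replicate 3 against the rest gave 2.49. For the overlap of higher genes with anagen enriched genes, 2 of the 4 splits were as large, that split giving 35 genes against 28. Among the 6 other splits the score reached 4.13 and the overlap 62, both for control replicates 1 and 3 with Eed iKO replicate 3 against the rest. The libraries thus differ in anagen enriched genes along other lines than the label.

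Technical explanations for the higher anagen enriched genes were weighed. Without the cell cycle genes the score was 2.41 (permutation p = 5.3e-04), but only 2 of the genes past the thresholds in the set were on that list, so the test could hardly have come out otherwise. Over all genes tested with a known length and GC content, the score was 2.66 before and 2.75 after the trend of log2 fold change on transcript length and GC was removed (p = 2.3e-04, the smallest the permutations gave). In reads thinned to the shallowest library, 32 of the higher genes were anagen enriched (one-sided Fisher's exact test over genes, p = 2.5e-29). The mean log2 fold change of the set was 0.50 before and 0.51 after the removal, so the removal hardly moved the set. Among the genes past the thresholds, the score after the removal was 2.62 (permutation p = 1.9e-04), though genes chosen for large changes can hardly lose it. Because the set kept its change, these values argue against the trend of log2 fold change on length and GC content as its source. This covers the anagen enriched genes tested, and other forms of such an effect were not tested. A difference in the share of cycling cells between single libraries may contribute and cannot be told apart from the label.

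Because Eed mRNA was not lower in the libraries labelled Eed iKO, an exchange of libraries between the groups was tested. The lowest of the 6 libraries stood at 0.895 of their median for Eed, so no library stands out as one with little Eed mRNA, and an exchange of single libraries does not explain the values. Transcripts that keep most of their exons after recombination could give such values, as could cells that kept the floxed allele. Exon-level data were not analysed here, so these were not tested. The paper reports lower H3K27me3 staining in HFSCs of Eed iKO mice at an age of 70 days, the age of these libraries. It also reports lower Eed mRNA by RT-qPCR in sorted HFSCs.

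The sex of the mice was tested as an explanation for genes past the thresholds. A list of 4 Y chromosome genes was expressed in all 6 libraries, the lowest library having 0.601 of the mean of the highest. Their change between the groups was 0.30 on the log2 scale (two-sided exact permutation test, p = 0.2).

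Genes with low counts were common in S1 Table. Of its genes, 30.8% (132 of 429) did not pass the filter on low values, against 16.1% of all genes in the Eed iKO table. Low counts may therefore contribute to which genes reach the fold change threshold.

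Transcript length was related to log2 fold change across genes in the libraries labelled Eed iKO (Spearman rho -0.23), and GC content less so (Spearman rho 0.083). TMM scaling shifted the median log2 fold change by 0.003 in the Eed iKO table and -0.008 in the hair cycle table.

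Subunits of PRC1 and PRC2 and chromatin regulators discussed in the paper were averaged over 11 genes. Their mean log2(normalized count + 1) was 11.45 ± 0.12 (SD, n = 3) in control and 11.48 ± 0.06 (SD, n = 3) in Eed iKO, a difference of 0.02 (two-sided exact permutation test, p = 0.8). This mean covers members that moved in opposite directions. Rnf2 had the largest log2 fold change, 0.49 (limma adjusted p = 0.2), and Bmi1 the smallest, -0.38 (limma adjusted p = 0.424). The unadjusted p from limma was under 0.05 for Rnf2 and not for Bmi1. The libraries of the groups did not overlap for 1 gene that was higher, Rnf2, and 1 that was lower, Bmi1, where chance gives 10% of genes. A list of melanocyte genes had a difference of 1.29 (two-sided exact permutation test, p = 0.3), with Tyrp1 past the thresholds, a fibroblast list had -0.39 (two-sided exact permutation test, p = 0.2) and an endothelial list 0.30 (two-sided exact permutation test, p = 0.8).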
